A study of Homo sapiens with 12 samples. Its data were reported in "DNA Methylation and Gene Expression Profiling of Ewing Sarcoma Primary Tumors Reveal Genes That Are Potential Targets of Epigenetic Inactivation" (2012).

How the data were processed

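RNA from 3 Ewing sarcoma (EWS) cell lines (A673; SK-ES-1; SK-N-MC) had been hybridized to 12 Illumina HT-12 expression bead arrays. Each line contributed 2 arrays of mock-treated cells and 2 arrays of cells treated with 5-AZA, and groups were taken from the sample labels. The labels give the treatment and the cell line but do not say whether the duplicates came from separate cultures, and they name no bead chip or date. SK-N-MC received a lower 5-AZA concentration than A673 and SK-ES-1, which received the same one, so that line and concentration cannot be told apart for SK-N-MC.

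The deposited signal table holds the average bead intensity of each probe on a linear scale, without normalization, as the scanner software wrote it. The version of that software was not given in the sources used here. Its second column per array, as deposited, is a detection p-value of each probe against negative control beads on the same array. The values of the series were quantile normalized by the authors and are intensity on a linear scale for all 48797 probes. On the log2 scale they correlated with quantile-normalized log2 signals computed here at r = 1 on each array. For the SK-N-MC 5-AZA arrays, the replicate numbers in the column names are the reverse of those the authors' values give to the same signals. Columns were matched by name, these arrays are called a and b here, and the main results use no replicate number for them. The check of pairing and the block in all 3 lines, run on the authors' values, take the numbers given there.

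Signals were background corrected by the normexp model with parameters estimated from the detection p-values (function nec, offset 16), quantile normalized and log2 transformed in limma 3.58.1 under R 4.3.3, with the data.table package (version 1.17.8). Probes with a detection p-value under 0.01 on at least 2 of the 12 arrays were kept, which left 17179 probes. Of the 25200 symbols in the file, 15710 were current in the reference used, 3023 were updated through a synonym and 6467 were kept as given; 50 probes had symbols spelled as dates. Tests were made per probe, and each of 12894 genes was represented by its detected probe with the highest mean log2 value over the 12 arrays, chosen without regard to treatment. A further 562 detected probes had no symbol. Figures were drawn with matplotlib 3.10.9.

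A linear model with a mean for each of the 6 groups was fitted to every probe with limma's lmFit and eBayes, so that the groups shared an estimate of the spread. Contrasts were 5-AZA against mock in each line, the mean of the 3 line effects, and the 3 pairwise differences between line effects, together with the F test over these differences. P-values were adjusted by the Benjamini-Hochberg method over all detected probes within a contrast. A gene was called raised or lowered with an adjusted p under 0.05 and a change of at least 2-fold. For a group in which no array detected the gene, the fold is given as a lower bound against the lowest detected normalized level of those arrays.

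Gene lists were written in advance: the 36 candidate hypermethylated genes; those of them that the study marked as raised by 5-AZA; cancer-testis antigen genes; germline genome-defence and meiosis genes; interferon-stimulated genes; MHC class I and MHC class II antigen presentation; cytokines, chemokines and NF-kB targets; p53 targets; cell cycle and DNA replication genes; nucleolar and MYC target genes; imprinted genes; genes known to be activated and genes known to be repressed by EWS-FLI1; extracellular matrix genes; neuronal genes; HOX cluster genes; the DNA methylation machinery; metallothioneins; unfolded protein and ATF4 response genes; cholesterol synthesis genes; glycolysis and hypoxia genes; epithelial, blood, endothelial and skeletal muscle markers; and housekeeping genes. Lists with at least 3 measured members were tested against the other genes with limma's camera at an inter-gene correlation of 0.01, and again with an estimated correlation, with p-values adjusted over the lists within a contrast. Shares of genes were compared by Fisher's exact test (two-sided).

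Named genes were those with the 10 largest rises and 5 largest falls among the calls of a line whose 5-AZA arrays both lay on the same side of both mock arrays. To these were added 12 genes raised and up to 5 lowered in all 3 lines, the 3 largest differences each way for each pair of lines, up to 4 members of each list by size of the mean effect, the called candidates, and CALCA, RASSF1, AXL, COL1A1, CYP1B1, LYN, VCAN and DNMT1. Some genes that this rule selects are not reported here. The lists, the model, the thresholds and the rule for named genes were chosen before the data were examined.

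The linear model and the list test were tried on simulated log2 values with the same number of arrays. Background correction, normalization and the detection filter were not part of that simulation. Of 50 probes each with a planted change in A673, 38% were called at a log2 change of 1, 96% at 1.5 and 98% at 2. At a log2 change of 1, which is the 2-fold threshold itself, 74% had an adjusted p under 0.05 by limma. Alternatives covered no background correction, an offset of 50, the authors' values, median scaling, no detection filter and detection on at least 6 arrays. They also covered each line fitted alone, the replicate number as a block, a treat test against 2-fold, probes averaged per gene, an estimated inter-gene correlation, and leaving out each array in turn. A block for the bead chip could not be set, since the chip is not given. No array was left out of the comparisons.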

Results

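Transcript levels were measured on 12 expression bead arrays in 3 EWS cell lines (A673; SK-ES-1; SK-N-MC), which carry the EWS-FLI1 fusion. Each line was represented by 2 arrays of mock-treated cells and 2 arrays of cells treated with 5-AZA, a drug that traps DNA methyltransferases on DNA and lowers DNA methylation. Between 12594 and 16343 of the 48797 probes were detected per array, and 12894 genes were tested. In A673, 13026 and 12594 probes were detected on the mock arrays and 15503 and 16343 on the 5-AZA arrays. Replicate arrays correlated across probes at r = 0.990 to 0.996, while mock and 5-AZA arrays correlated at 0.900 to 0.904 in A673, 0.956 to 0.962 in SK-ES-1 and 0.963 to 0.969 in SK-N-MC. Probes are not independent replicates, and the number of arrays limits the precision. Nothing in the labels says that the duplicates came from separate cultures, so the p-values may measure technical spread alone. Changes below are log2 fold changes with their SE. Each SE rests on a spread estimated over all 6 groups of 2 arrays, so for a gene it is the same in each line.

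**Figure D1:**
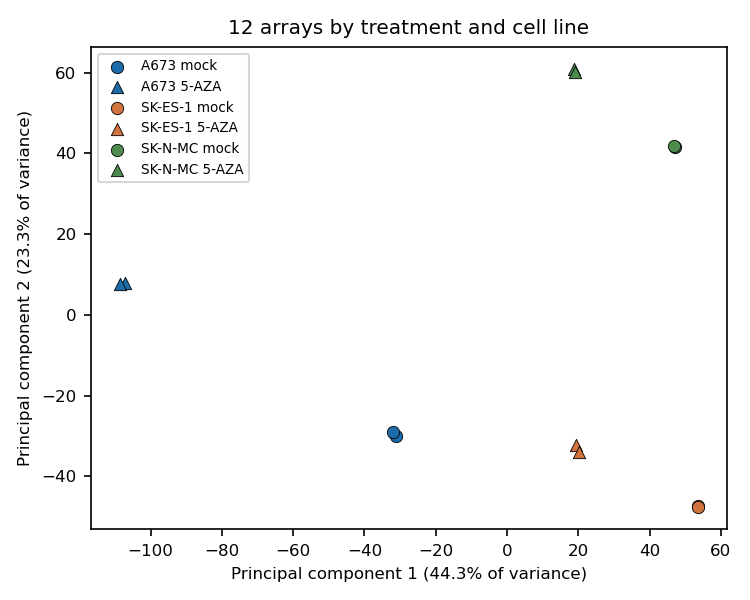
Positions of the 12 arrays on the first principal components of the detected probes, by cell line (color) and treatment (marker). The first 3 components held 44.3%, 23.3% and 19.9% of the variance, and the arrays of a group lay together.

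The first comparison addressed whether 5-AZA had raised the transcripts by which its concentration was chosen. CALCA, which encodes calcitonin and its gene-related peptide, rose in each line at the representing probe, by 2.56 ± 0.17 in A673 (5.89-fold), at least 6.11-fold in SK-ES-1 and at least 14.1-fold in SK-N-MC, the lines in which no mock array detected it. Its other 2 probes changed by 2.15 and 3.42 in A673 and by 1.37 and 2.66 in SK-N-MC, and by 0.80 and 0.68 in SK-ES-1, where they were not called. RASSF1, a tumor suppressor gene often methylated in cancers, was not called on any of its 3 probes. The representing probe, annotated to transcript variant B, changed by 0.25, 0.58 and 0.66 (SE 0.15) in A673, in SK-ES-1 and in SK-N-MC. These changes were under 2-fold, with an adjusted p of 0.178, 0.0113 and 0.00604 by limma. The probe annotated to RASSF1 transcript variant A, the form used in choosing the concentration, changed by -0.13, 0.22 and 0.41, and whether it measures that form alone was not tested. By quantitative RT-PCR, the study reported a rise of RASSF1A in SK-ES-1 and SK-N-MC. Transcripts of DNMT1, the maintenance DNA methyltransferase that 5-AZA traps, were not called either, with changes of -0.11, -0.59 and 0.02 (SE 0.19).

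In A673, the comparison of 5-AZA with mock asked which genes responded to the drug in this line. By fitted change, the 4 genes with the largest rises were VCX3A, VCX3B, VCX2 and VCX, X-linked genes normally expressed in male germ cells. Their changes were close, at 7.98, 7.98, 7.90 and 7.87, and whether their probes tell these genes apart was not tested in any line. Ranks that include genes not detected in mock are not exact. VCX3B rose 252-fold (7.98 ± 0.14), and VCX2, not detected in mock, rose at least 128-fold. NPTX2, a secreted synaptic protein, rose at least 61.8-fold, PAGE2B, a cancer-testis antigen, at least 41.8-fold, and IFI27, an interferon-stimulated gene, at least 46.1-fold. TRIML2, RFPL4B and HDGFL1 rose at least 33.7-fold, 21.2-fold and 18.9-fold. Among the genes that fell, PLA2G3, a secreted phospholipase, was not detected after 5-AZA (at least 23.5-fold lower). PRAC1, PALM (a membrane-associated protein) and CRABP1 (a retinoic acid-binding protein) fell 12.3-fold, 12.1-fold and 11.4-fold. In all, 1590 genes were raised and 1349 lowered. With the 2-fold threshold built into the test these counts were 860 and 473, and without background correction 899 genes were lowered. In TRIM36, probes were called in opposite directions.

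In SK-ES-1, germ cell genes again held the largest rises. VCX rose 65.7-fold (6.04 ± 0.15), and VCX3B, VCX3A and VCX2 rose 63.1-fold, 54.8-fold and 50.8-fold. The cancer-testis antigens PAGE2, MAGEA4 and CT45-4 rose at least 30.7-fold, 29.1-fold and 27.9-fold, and PAGE2B 43.2-fold. DAZL, an RNA-binding protein of germ cells, rose at least 20.6-fold, and MAEL, a factor of the piRNA pathway, at least 21.2-fold. CDCA7, a partner of the chromatin remodeller HELLS, fell by 2.11 ± 0.15, ALDOC, a glycolytic aldolase, by 2.01 ± 0.21, PLA2G3 by 1.92 ± 0.17, KRT17, a keratin, by 1.91 ± 0.17 and MACROD1 by 1.88 ± 0.24 on the log2 scale. In all, 628 genes were raised and 274 lowered, so that 69.6% of the calls were rises. With median scaling, which moved the median change of all genes to 0.14, 909 genes were raised, 137 were lowered and 86.9% of the calls were rises. With the 2-fold threshold built into the test 238 genes were raised and 20 lowered, without background correction 396 and 141, and without SK-ES-1 5-AZA replicate 1 the lowered genes numbered 412.

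In SK-N-MC, VCX3B and VCX rose 56.6-fold (5.82 ± 0.14) and 53.9-fold (5.75 ± 0.15), and VCX3A 47.0-fold. TGFBI, a secreted matrix protein induced by TGF-beta, rose 52.9-fold (5.72 ± 0.18). PAGE2, MAEL and DPEP3, a dipeptidase of the testis, rose at least 19.8-fold, 23.4-fold and 24.1-fold, PAGE2B rose 33.6-fold, and DAZL and CALCA rose at least 8.96-fold and 14.1-fold. CA9 (the carbonic anhydrase induced in hypoxia), PLA2G3 and RAB26, a small GTPase, fell at least 4.41-fold, 4.11-fold and 3.46-fold, ALDOC fell by 2.72 ± 0.21 and SLC33A2 by 2.35 ± 0.17. In all, 536 genes were raised and 253 lowered. With the 2-fold threshold built into the test these counts were 207 and 31, and without background correction 319 and 128.

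**Figure D2:**
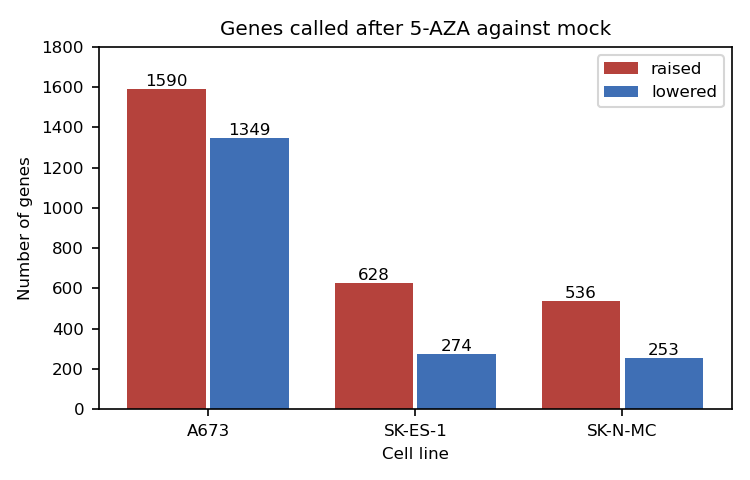
Numbers of genes raised and lowered by 5-AZA in each cell line (adjusted p under 0.05 and at least 2-fold; limma). Bars show 1590 and 1349 genes in A673, 628 and 274 in SK-ES-1 and 536 and 253 in SK-N-MC.

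The next comparison asked which genes responded in all 3 lines. VCX3B, VCX, VCX3A, PAGE2B and VCX2 rose in each line, as did MAEL and DAZL, the cancer-testis genes PAGE2, CT45-4, CT45A1 and MAGEB2, and PNMA5. MAEL rose at least 14.6-fold, 21.2-fold and 23.4-fold in A673, in SK-ES-1 and in SK-N-MC. PLA2G3, ALDOC and HBQ1, a globin gene, were among those that fell in each line. In all, 193 genes were raised in every line, where 3.22 would be shared by independent calls, and 43 were lowered, where 0.562 would be shared. The comparisons share an estimate of the spread and the normalization, so neither figure is an expectation under chance. Paralogs such as VCX3A and VCX3B count as separate genes. A673 and SK-ES-1 shared 356 raised genes, A673 and SK-N-MC 306, and SK-ES-1 and SK-N-MC 270. Calls in opposite directions numbered 28, 46 and 4 in the same pairs. The genes raised in every line numbered 117 with a background offset of 50 and 85 with the 2-fold threshold built into the test, and those lowered numbered 20 and 6.

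**Figure D3:**
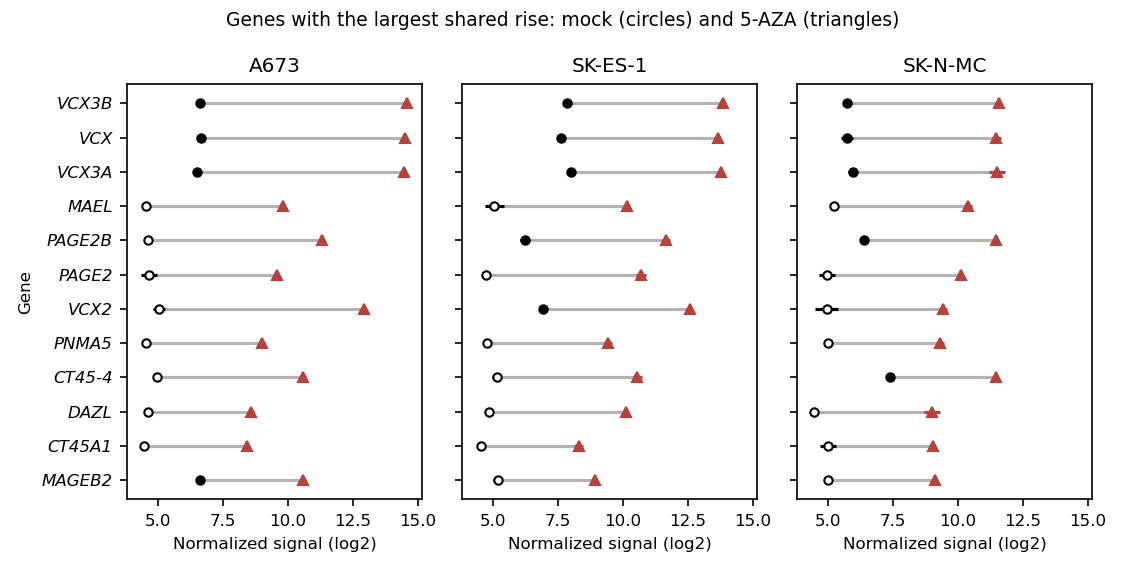
Normalized log2 levels of the genes with the largest shared rise, in mock (circles, open where not detected) and 5-AZA (triangles), as means of 2 arrays with their SD. MAEL, for example, was not detected in mock in any line and rose at least 14.6-fold in each.

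The mean of the 3 line effects describes the response over the lines. VCX3B rose by 6.59 ± 0.08 on average, VCX by 6.55 ± 0.09 and GAGE1, a cancer-testis antigen, by 4.17 ± 0.12, and ALDOC fell by 2.54 ± 0.12. By this contrast 658 genes were raised and 275 lowered, or 419 and 148 without background correction. Across the 12894 genes, which are not independent replicates, the changes correlated at r = 0.545 between A673 and SK-ES-1, 0.492 between A673 and SK-N-MC and 0.614 between SK-ES-1 and SK-N-MC.

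A further comparison asked how many of the raised genes lacked a detectable transcript before treatment. MAEL, DAZL, PAGE2 and PNMA5 were among the genes that no mock array of any line detected. In A673, 795 of the 1590 raised genes (50%) were not detected on either mock array, and in SK-ES-1 and SK-N-MC the share was 51.6% and 52.1%. Of these genes, 795, 322 and 235 were detected on both 5-AZA arrays of A673, of SK-ES-1 and of SK-N-MC. A gene not detected in mock passed the detection filter only through other arrays, so the planned test against the remaining genes decides nothing and is left out. Among lowered genes, 9.41%, 6.93% and 28.5% were not detected after 5-AZA. Where genes had to be detected on at least 6 arrays, the share of raised A673 genes not detected in mock was 26.6%.

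Lists of genes fixed in advance were compared next. A member not detected in mock passed the detection filter only through other arrays, so shares and tests describe the measured members only. For each list in each line, and for the mean effect, the number of members called when adjusted over the list alone equalled the number called over all probes. Cancer-testis antigen genes, normally restricted to germ cells, rose as a group: 28 of 36 measured members rose in A673, 24 in SK-ES-1 and 27 in SK-N-MC, none fell, and 8, 12 and 9 were not called (adjusted p = 1.02e-15, 6.33e-26 and 1.18e-30). PAGE5 rose at least 15.4-fold in A673 and by 4.07 ± 0.18 and 3.36 ± 0.18 in the other lines, and GAGE1 rose by 4.19 ± 0.21, 4.99 ± 0.21 and 3.32 ± 0.21. The list's median change was 1.91, 2.49 and 2.34, or 1.12, 1.44 and 1.56 with undetected groups set at their bound. Germline genome-defence and meiosis genes also rose, with 16, 12 and 11 of 20 members raised, none lowered, and 4, 8 and 9 not called (adjusted p = 1.99e-08, 7.32e-14 and 3.03e-12). GTSF1, a piRNA pathway factor, rose by 3.45 ± 0.18, 2.88 ± 0.18 and 3.95 ± 0.18, and the helicase gene TDRD9 at least 1.61-fold, 2.99-fold and 4.43-fold. The germline list's median was 1.87, 1.51 and 1.32, or 0.67, 0.69 and 0.57 at the bound. The calls of both lists held with an estimated correlation.

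Genes known to be repressed by EWS-FLI1, many of them mesenchymal, were raised more than other genes in each line. In A673, 17 of 29 measured members rose, 3 fell and 9 were not called (adjusted p = 8.98e-05, adjusted p = 0.0567 with an estimated correlation). In SK-ES-1, 12 rose and 17 were not called (adjusted p = 2.11e-07), and in SK-N-MC 16 rose and 13 were not called (adjusted p = 3.03e-12). Those calls held with an estimated correlation. The matricellular genes CCN2 and CCN1 rose by 3.65 ± 0.15 and 2.81 ± 0.17 in A673, 2.72 ± 0.15 and 2.15 ± 0.17 in SK-ES-1, and 2.56 ± 0.15 and 1.93 ± 0.17 in SK-N-MC. The median change was 1.15, 0.71 and 1.07, or 1.10, 0.39 and 0.56 at the bound. Genes known to be activated by EWS-FLI1 passed no list test in a single line (adjusted p = 0.123, 0.770 and 0.0595), with 2, 1 and 0 of 32 members raised, 6, 2 and 3 lowered, and 24, 29 and 29 not called. The SK-N-MC list passed without SK-N-MC 5-AZA replicate b (adjusted p = 0.0381). PHF19, a polycomb-associated protein, fell 2.83-fold in A673 and 3.05-fold in SK-ES-1, while the neuropeptide gene CCK rose by 4.46 ± 0.17 in A673 and CALCB by 2.63 ± 0.16 in SK-ES-1.

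Extracellular matrix genes were raised as a group in SK-N-MC, with 11 of 41 raised, none lowered and 30 not called (adjusted p = 4.05e-05), which held with an estimated correlation. In SK-ES-1, 7 rose, 1 fell and 33 were not called (adjusted p = 0.00287, adjusted p = 0.0684 with an estimated correlation). In A673, 14 rose, 4 fell and 23 were not called (adjusted p = 0.0473, adjusted p = 0.136 with an estimated correlation). The A673 call of this list was lost without any of 8 arrays, with an adjusted p of up to 0.0788. The matrix list shares members with that of genes repressed by EWS-FLI1, COL6A3 and LOX among them. These lists are therefore not independent results. COL6A3, a collagen chain, rose at least 13.9-fold in A673, at least 1.96-fold in SK-ES-1 and 3.37-fold in SK-N-MC. LOX, which crosslinks collagen, rose by 1.25 ± 0.14, 1.74 ± 0.14 and 2.16 ± 0.14, and the protease gene MMP9 by 1.77 ± 0.16 in A673 and 1.95 ± 0.16 in SK-N-MC and at least 16.8-fold in SK-ES-1. With undetected groups at the bound, the list's median moved from 0.33, 0.26 and 0.27 to 0.00, 0.19 and 0.25. Metallothioneins, metal-binding proteins encoded by near-identical paralogs, were raised in 7, 6 and 7 of 8 members, with 1, 2 and 1 not called (adjusted p = 8.98e-05, 2.86e-06 and 4.55e-06). Their adjusted p with an estimated correlation was 0.139, 0.114 and 0.104. MT1G rose by 2.71 ± 0.23, 3.72 ± 0.23 and 2.23 ± 0.23, and the list's median was 2.61, 2.00 and 1.45, or 2.61, 1.85 and 1.18 at the bound.

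Inflammatory genes rose as a group in A673. Of 17 measured cytokine, chemokine and NF-kB target genes, 12 rose, 1 fell and 4 were not called in A673 (adjusted p = 4.58e-06), which held with an estimated correlation. In SK-ES-1, 3 rose and 14 were not called (adjusted p = 0.183), and in SK-N-MC 2 rose, 1 fell and 14 were not called (adjusted p = 0.723). In A673, IL32 rose by 3.14 ± 0.15, the cytokine gene IL11 at least 5.00-fold and the chemokine gene CCL5 at least 2.86-fold. Their median was 1.62, 0.15 and 0.06, or 1.51, 0.10 and 0.06 at the bound. Of 36 interferon-stimulated genes, 10, 3 and 4 rose, 2, 2 and 0 fell, and 24, 31 and 32 were not called (adjusted p = 0.000243, 0.0390 and 0.000447). With an estimated correlation the adjusted p was 0.0526, 0.155 and 0.0515. The SK-ES-1 call of this list was lost without SK-ES-1 mock replicate 1 or SK-ES-1 5-AZA replicate 1, with an adjusted p of up to 0.132. IFI27 rose at least 1.61-fold in SK-ES-1 and 4.28-fold in SK-N-MC, and IRF1, a transcription factor of the interferon response, rose by 1.15 ± 0.19 in A673 and 1.32 ± 0.19 in SK-N-MC. The interferon median was 0.72, 0.21 and 0.36, or 0.50, 0.14 and 0.36 at the bound. MHC class I genes had 2 of 14 members raised in each line, none lowered and 12 not called (adjusted p = 0.198, 0.00848 and 0.00254). The adjusted p was 0.0725 in SK-ES-1 with an estimated correlation, while the SK-N-MC call held. HLA-B, a class I heavy chain, rose by 2.22 ± 0.17, 1.49 ± 0.17 and 1.46 ± 0.17, and HLA-E by 1.60 ± 0.16 in A673. The MHC class I median was 0.36, 0.34 and 0.32, or 0.27 in A673 at the bound. MHC class II genes had fewer than 3 measured members and were not tested.

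Stress and growth genes moved in several directions. Of 23 p53 targets, 9, 4 and 4 rose in A673, in SK-ES-1 and in SK-N-MC, none fell, and 14, 19 and 19 were not called (adjusted p = 0.000243, 0.0390 and 0.0128). The adjusted p was 0.0526, 0.157 and 0.104 with an estimated correlation. The SK-ES-1 call of this list was lost without SK-ES-1 mock replicate 2 or SK-ES-1 5-AZA replicate 1 (adjusted p of up to 0.0615) and with median scaling. CDKN1A, which encodes the cell cycle inhibitor p21, rose by 3.10 ± 0.19, 2.17 ± 0.19 and 2.23 ± 0.19, and BTG2, an antiproliferative gene, by 2.13 ± 0.15 in A673 and 1.43 ± 0.15 in SK-ES-1. The median was 0.77, 0.23 and 0.31, or 0.70, 0.23 and 0.23 at the bound. Of 43 cell cycle and DNA replication genes, 16 fell in A673 and 10 in SK-ES-1, none rose in either, and 27 and 33 were not called (adjusted p = 1.14e-06 and 2.72e-16). With an estimated correlation the adjusted p was 0.0526 in A673, and the SK-ES-1 call held. In SK-N-MC all 43 were not called (limma, adjusted p = 0.0604 for the list), although the list passed without SK-N-MC mock replicate 2 or 5-AZA replicate b (lowest adjusted p = 0.0281). AURKB, a mitotic kinase, fell by 1.32 ± 0.14 in A673 and 1.34 ± 0.14 in SK-ES-1, and KIF11, a spindle motor, fell by 1.86 ± 0.17 in A673. The cell cycle median was -0.87, -0.79 and -0.12.

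Nucleolar and MYC target genes had 3 of 22 members raised in A673, RRP12, WDR43 and NOLC1 (ribosome biogenesis factors), and 19 not called (adjusted p = 0.0663), and all 22 were not called in the other lines. RRP12 rose by 1.72 ± 0.13 in A673, and the NOLC1 call was lost without A673 5-AZA replicate 2. As a group they were lower in SK-ES-1 (median -0.25, adjusted p = 0.0330, adjusted p = 0.109 with an estimated correlation) and not in SK-N-MC (median 0.04, adjusted p = 0.815). The SK-ES-1 call was lost without SK-ES-1 mock replicate 1 or SK-ES-1 5-AZA replicate 1 (adjusted p of up to 0.0637), and without A673 5-AZA replicate 1 the A673 list passed (adjusted p = 0.0331). The A673 median was 0.36, or 0.28 at the bound. Unfolded protein and ATF4 response genes had 7, 4 and 0 of 19 raised, 3, 0 and 1 lowered, and 9, 15 and 18 not called (adjusted p = 0.123, 0.0359 and 0.577). In SK-ES-1 the adjusted p was 0.163 with an estimated correlation and up to 0.155 without SK-ES-1 mock replicate 2 or SK-ES-1 5-AZA replicate 1, and the call was lost with median scaling. DDIT3, a transcription factor of the stress response, rose by 1.89 ± 0.14 in A673 and 1.53 ± 0.14 in SK-ES-1, while DDIT4, an inhibitor of mTOR signaling, fell by 1.19 ± 0.18 in A673 and 1.24 ± 0.18 in SK-N-MC. The list's median was 0.57, 0.48 and -0.03, or 0.49, 0.21 and -0.03 at the bound, and in SK-N-MC its test and mean were positive.

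Of 19 measured cholesterol synthesis genes, 11 fell in A673, 3 in SK-ES-1 and 7 in SK-N-MC, none rose, and 8, 16 and 12 were not called (adjusted p = 4.56e-08, 5.42e-06 and 4.45e-11), and each call held with an estimated correlation. ACAT2, an acetyl-CoA acetyltransferase, fell by 2.30 ± 0.14 in A673 and 1.15 ± 0.14 in SK-ES-1. MSMO1, a sterol oxidase, fell by 1.96 ± 0.14 in A673 and 1.12 ± 0.14 in SK-N-MC, and INSIG1, which retains the sterol sensor in the endoplasmic reticulum, by 1.40 ± 0.15 in SK-ES-1 and 1.86 ± 0.15 in SK-N-MC. The cholesterol median was -1.15, -0.61 and -0.85. Of 20 glycolysis and hypoxia genes, 2, 2 and 1 rose, 6, 4 and 4 fell, and 12, 14 and 15 were not called (adjusted p = 0.123, 0.101 and 0.000394). The SK-N-MC call had an adjusted p of 0.0592 with an estimated correlation, and the SK-ES-1 list passed without SK-ES-1 mock replicate 1 (adjusted p = 0.0482) and with median scaling. BNIP3, a mitochondrial protein induced in hypoxia, fell 5.41-fold, 2.82-fold and 3.37-fold, and PFKFB4, a regulator of glycolysis, fell by 1.56 ± 0.21, 1.46 ± 0.21 and 1.58 ± 0.21. The list's median was -0.27, -0.28 and -0.50.

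**Figure D4:**
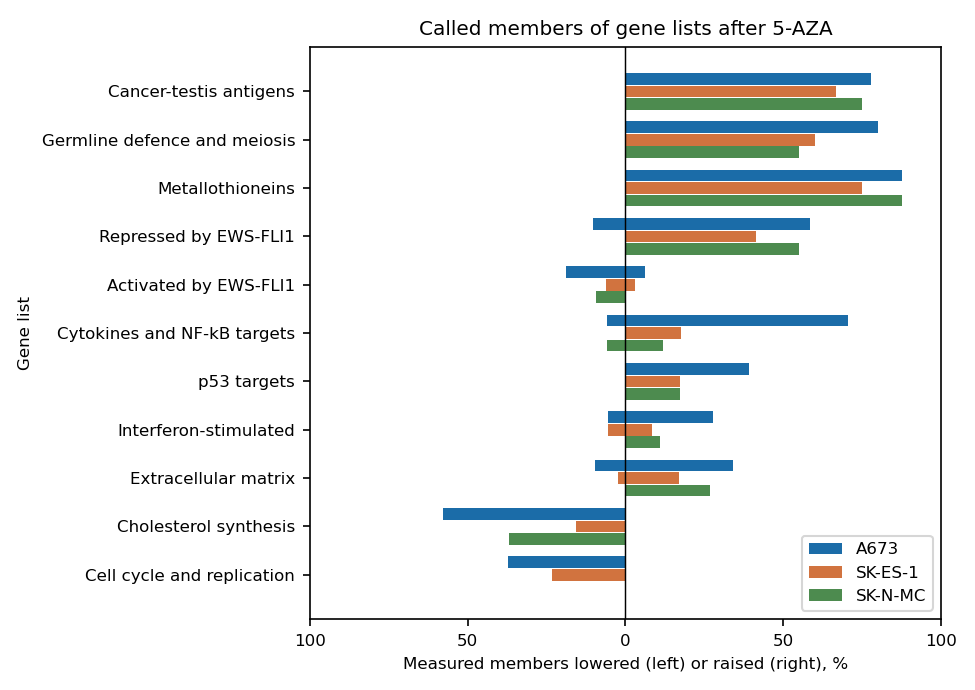
Percent of the measured members of each gene list that were raised (right) or lowered (left) by 5-AZA in each cell line. Cancer-testis antigen genes had 28, 24 and 27 of 36 members raised in A673, in SK-ES-1 and in SK-N-MC, and cholesterol synthesis genes had 11, 3 and 7 of 19 lowered.

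Developmental and imprinted genes gave mixed results. Of 26 neuronal genes, 9, 9 and 5 rose, 3, 2 and 1 fell, and 14, 15 and 20 were not called (adjusted p = 0.0355, 0.00494 and 0.111). With an estimated correlation the adjusted p was 0.139 in A673 and 0.101 in SK-ES-1, and the A673 call was lost without any of 4 arrays (adjusted p of up to 0.0677). SYT4, a synaptotagmin, rose at least 1.93-fold in A673 and 2.70-fold in SK-ES-1, and SCG2, a secretory granule protein, rose 5.65-fold in SK-ES-1 and 6.11-fold in SK-N-MC. The list's median was 0.30, 0.28 and 0.05, or 0.12, 0.18 and 0.05 at the bound. Of 23 imprinted genes, 6, 2 and 4 rose, 4, 0 and 0 fell, and 13, 21 and 19 were not called (adjusted p = 0.665, 0.0330 and 0.00542). The adjusted p was 0.114 in SK-ES-1 and 0.0592 in SK-N-MC with an estimated correlation, and 0.0846 in SK-ES-1 without SK-ES-1 5-AZA replicate 1. In A673 this list's median was -0.14 while its mean was 0.40 and its test positive. Its median was 0.33 and 0.23 in SK-ES-1 and SK-N-MC, and 0.00, 0.08 and 0.22 at the bound. NNAT, an imprinted gene expressed in developing brain, rose by 4.28 ± 0.14 in A673, 3.33 ± 0.14 in SK-ES-1 and at least 17.6-fold in SK-N-MC, and DLK1, a regulator of differentiation, at least 6.82-fold in A673 and 3.74-fold in SK-N-MC. Of 28 HOX genes, 1, 2 and 2 rose, 3, 0 and 1 fell, and 24, 26 and 25 were not called (adjusted p = 0.109, 0.767 and 0.485). HOXD1, a homeobox transcription factor, rose at least 19.2-fold in A673 and 3.76-fold in SK-N-MC. The HOX median was -0.25, -0.07 and -0.12, and in SK-ES-1 its mean was 0.12 and its test positive. Of 17 genes of the DNA methylation machinery, 2, 1 and 0 rose, 3, 1 and 0 fell, and 12, 15 and 17 were not called (adjusted p = 0.505, 0.197 and 0.381). GADD45B, a stress-induced factor, rose by 2.21 ± 0.15 in A673, TET1, which oxidizes methylated cytosine, fell by 1.65 ± 0.16 in A673, and the list's median was -0.23, -0.25 and 0.06.

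Some detected markers of other cell types also changed. The array held 20 epithelial, 24 blood, 13 endothelial and 22 muscle markers, and most of the blood and muscle markers were not measured. Of 11 epithelial markers, 3, 2 and 4 rose, 0, 1 and 0 fell, and 8, 8 and 7 were not called (adjusted p = 0.0221, 0.470 and 0.000337). The adjusted p was 0.0932 in A673 with an estimated correlation, and the SK-N-MC call held. The keratin gene KRT19 rose at least 8.20-fold, 1.82-fold and 2.41-fold in A673, in SK-ES-1 and in SK-N-MC, and KRT8 rose by 3.70 ± 0.16 in A673 and 2.77 ± 0.16 in SK-N-MC. The epithelial median was 0.67, -0.00 and 0.57, or 0.27 in A673 at the bound, and in SK-ES-1 its mean was 0.25 and its test positive. Of 8 blood cell markers measured, 5 rose, 1 fell and 2 were not called in A673 (adjusted p = 0.0151, adjusted p = 0.128 with an estimated correlation). Without either A673 5-AZA array that call was lost (adjusted p of up to 0.0869). LCP1, an actin-bundling protein, rose by 2.69 ± 0.15 in A673, and CD3D, a T-cell receptor component, at least 1.60-fold. All 8 were not called in SK-ES-1 (adjusted p = 0.950, median -0.05 with a positive test) and in SK-N-MC (adjusted p = 0.425, median 0.17). The A673 median was 1.49, or 0.46 at the bound. Of 7 endothelial markers, 3 rose, 1 fell and 3 were not called in A673 (adjusted p = 0.122), where VWF, the von Willebrand factor gene, rose at least 1.62-fold, and all 7 were not called in SK-ES-1 or in SK-N-MC (adjusted p = 0.655 and 0.223). Their median was 0.88, -0.09 and -0.18, or 0.00, 0.00 and -0.18 at the bound. Of 5 skeletal muscle markers, 3, 0 and 1 rose, 1, 1 and 0 fell, and 1, 4 and 4 were not called (adjusted p = 0.0422, 0.312 and 0.0569). The A673 call had an adjusted p of 0.128 with an estimated correlation and was lost without any of 5 arrays (adjusted p of up to 0.130). The SK-N-MC list passed without any of 3 arrays (lowest adjusted p = 0.0398). CKM, the muscle creatine kinase gene, rose at least 2.16-fold in A673, and the muscle median was 1.86, 0.67 and 0.65, or 0.82, 0.33 and 0.65 at the bound. Of 16 housekeeping genes, 1 fell in each line, PPIA (cyclophilin A), none rose and 15 were not called (adjusted p = 0.122, 0.0812 and 0.0495). PPIA changed by -1.66 ± 0.18 in A673, and its calls in SK-ES-1 and in SK-N-MC were lost without background correction. In SK-N-MC the list's adjusted p was 0.104 with an estimated correlation and up to 0.104 without any of 9 arrays, and in SK-ES-1 the list passed with median scaling and without SK-ES-1 mock replicate 2 or 5-AZA replicate 2 (lowest adjusted p = 0.0351). The list's median was -0.40, -0.25 and -0.22.

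The comparison with the 36 candidate hypermethylated genes, which the study had chosen on DNA methylation, asked which of them 5-AZA raised. CYP1B1, a cytochrome P450 enzyme, and CALCA rose in all 3 lines, CYP1B1 by at least 3.55-fold in A673 and by 1.39 ± 0.22 and 1.28 ± 0.22 in SK-ES-1 and SK-N-MC. CCNA1, the germ cell cyclin A1, rose by 2.05 ± 0.14 in A673 and 1.40 ± 0.14 in SK-N-MC. TGFBI rose at least 15.6-fold in SK-ES-1 and 52.9-fold in SK-N-MC. COL1A1, a fibrillar collagen chain, rose by 1.96 ± 0.17 in A673. NGFR, a neurotrophin receptor, rose by 1.80 ± 0.19 in A673, FZD9, a Wnt receptor, by 1.11 ± 0.14, and CD9, a tetraspanin, at least 2.39-fold. HS3ST2, a heparan sulfate sulfotransferase, rose at least 4.78-fold in A673 and fell by 1.93 ± 0.14 in SK-N-MC. AXL, a receptor tyrosine kinase, rose in SK-N-MC, at least 1.79-fold. LYN, a Src family kinase, changed by -0.61, 0.45 and 0.56 (SE 0.16) in A673, in SK-ES-1 and in SK-N-MC and was not called, and VCAN, a matrix proteoglycan, was not detected. The study marked both LYN and VCAN as raised by 5-AZA. For LYN and CYP1B1 it also reported higher expression in treated EWS cell lines by quantitative RT-PCR.

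Of the 36 candidates, 25 could be tested and 11 rose in at least 1 line. In A673, in SK-ES-1 and in SK-N-MC, 9, 3 and 6 rose, 0, 0 and 1 fell, and 16, 22 and 18 were not called, and these counts were the same when adjusted over the list alone. The list as a whole did not pass its test in a single line (adjusted p = 0.108, 0.0589 and 0.304), although it passed in SK-ES-1 without SK-ES-1 mock replicate 2 (adjusted p = 0.0477). For the mean of the 3 line effects, the list passed upward by camera (adjusted p = 0.0331, adjusted p = 0.0773 with an estimated correlation). Its median was 0.26, 0.13 and 0.08, or 0.00, 0.11 and 0.08 at the bound. Of the candidates the study had marked as raised, 16 could be tested and 10 rose, with 9, 2 and 5 raised, 0, 0 and 1 lowered, and 7, 14 and 10 not called by line, also when adjusted over the list alone (adjusted p = 0.000243, 0.0327 and 0.0467). The study chose these genes on the same arrays, so they are not independent evidence. With an estimated correlation the A673 call held and the adjusted p was 0.106 in SK-ES-1 and 0.104 in SK-N-MC. The SK-ES-1 call was lost without SK-ES-1 mock replicate 1 (adjusted p = 0.0525) and the SK-N-MC call without any of 4 arrays (adjusted p of up to 0.0696). The median was 1.35, 0.29 and 0.35, or 1.18, 0.12 and 0.23 at the bound. Without background correction the calls of AXL and of FZD9 were lost, the AXL call was also lost without SK-N-MC mock replicate 2 or 5-AZA replicate a, and CD9 could not be tested without either A673 5-AZA array.

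**Figure D5:**
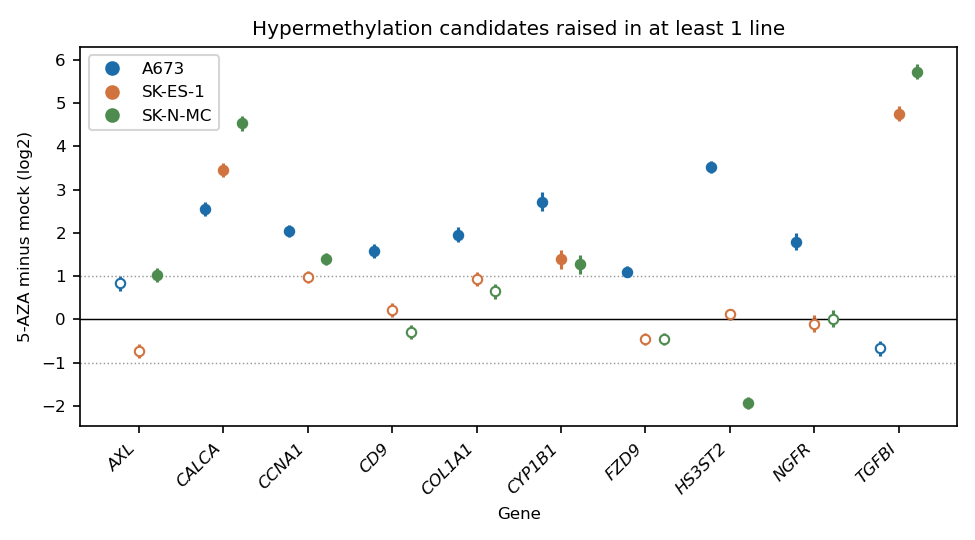
Log2 changes of candidate genes raised in at least 1 line, by cell line, with their SE (filled where called, open where not; dotted lines at 2-fold). CALCA and CYP1B1 were called in all 3 lines, and HS3ST2 was raised in A673 and lowered in SK-N-MC.

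The last comparison tested whether the response differed between lines. MMP3, a matrix metalloproteinase, rose by 5.54 ± 0.15 in A673, fell at least 1.62-fold in SK-ES-1 and was not called in SK-N-MC. TGFBI was raised in SK-ES-1 and SK-N-MC and changed by -0.67 ± 0.18 in A673, where it was not called (difference from SK-N-MC -6.40 ± 0.25). PRPH, a neuronal intermediate filament gene, and TSPAN8, a tetraspanin, fell in A673 and rose in SK-ES-1. SOX18, a transcription factor of endothelial development, and KLF2, a Krüppel-like factor, rose at least 2.85-fold and by 2.41 ± 0.15 in SK-ES-1 and were not called in SK-N-MC, and KRT17 fell in SK-ES-1 and rose in SK-N-MC (difference -3.91 ± 0.24). TRIML2 was not detected in SK-ES-1 or SK-N-MC.

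In all, 2231 genes differed between A673 and SK-ES-1, 2405 between A673 and SK-N-MC and 676 between SK-ES-1 and SK-N-MC, and 3352 genes passed the F test with a difference of at least 2-fold. Cytokine, chemokine and NF-kB target genes were higher in the A673 response than in that of SK-ES-1 (8 genes higher, none lower; adjusted p = 4.6e-05) and SK-N-MC (12 higher, none lower; adjusted p = 3.71e-07). Cholesterol synthesis genes fell further in A673 than in SK-ES-1 (7 genes lower, none higher; adjusted p = 0.000236). These list differences held with an estimated correlation. Neuronal genes were higher in the SK-ES-1 response than in that of SK-N-MC (adjusted p = 0.0476, adjusted p = 0.291 with an estimated correlation), with 6 genes higher and 2 lower over all probes and 7 and 2 when adjusted over the list alone. Without background correction 1392, 1558 and 351 genes differed, and with the 2-fold threshold built into the test 557, 650 and 69. Since SK-N-MC received a lower concentration of 5-AZA, its differences from the other lines cannot be assigned to line or concentration.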

Values the study reported

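The study reported 1447, 484 and 391 genes with at least a 2-fold increase after 5-AZA in A673, in SK-ES-1 and in SK-N-MC. The study also reported that 19 of its 36 candidate hypermethylated genes (53%) were upregulated in at least 1 treated line.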

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

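The tests of the detection filter, of a common detection level and of the X chromosome, and the alternatives that counted probes, kept genes detected on all 12 arrays or kept 1 gene per family, were chosen only after the result was seen.

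The effect of 5-AZA differed between lines in 2231 genes for A673 against SK-ES-1, 2405 for A673 against SK-N-MC and 676 for SK-ES-1 against SK-N-MC, by limma's test of the difference itself. Between A673 and SK-ES-1 the log2 differences were 6.78 for MMP3, 5.97 for TRIML2, 5.30 for FAM90A2P, -5.43 for TGFBI, -5.41 for TSPAN8 and -4.95 for PRPH. Between A673 and SK-N-MC they were 6.24 for TRIML2, 6.02 for MMP3, 5.46 for HS3ST2, -6.40 for TGFBI, -4.26 for GSTT1 and -4.02 for RIPPLY3. Between SK-ES-1 and SK-N-MC they were 3.36 for PRAMEF1, 3.2 for SOX18, 3.10 for KLF2, -3.91 for KRT17, -2.91 for CKMT2 and -2.90 for COL8A1. Only TGFBI against SK-N-MC, KLF2 and KRT17 were detected in all 4 groups compared; the other values rest on at least 1 group at background, so their sizes and order are not exact.

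Gene lists also differed between lines. For A673 against SK-ES-1 the adjusted p was 0.0113 for each of the marked candidates, interferon-stimulated genes, p53 targets and epithelial markers, 4.6e-05 for cytokine, chemokine and NF-kB targets, 0.00303 for nucleolar and MYC targets, 0.000236 for cholesterol synthesis genes, 0.00400 for blood cell markers and 0.0406 for skeletal muscle markers. For A673 against SK-N-MC it was 0.0312 for the marked candidates, 3.71e-07 for cytokine, chemokine and NF-kB targets, 0.0303 for p53 targets and for cholesterol synthesis genes, 3.8e-05 for cell cycle and DNA replication genes and 0.0275 for blood cell markers. For SK-ES-1 against SK-N-MC it was 6.83e-13 for cell cycle and DNA replication genes, 0.0133 for epithelial markers, and 0.0476 for each of nucleolar and MYC targets, neuronal genes, the DNA methylation machinery, unfolded protein and ATF4 response genes and cholesterol synthesis genes. With an estimated correlation, the differences of cytokine, chemokine and NF-kB targets held for A673 against SK-ES-1 (adjusted p = 0.0452) and against SK-N-MC (adjusted p = 0.0228), as did cholesterol synthesis genes for A673 against SK-ES-1 (adjusted p = 0.0452), and the other list differences did not.

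Signals outside the named genes also changed: among the 562 detected probes without a gene symbol, 52 rose and 81 fell in A673, 14 rose and 10 fell in SK-ES-1, and 11 rose and 9 fell in SK-N-MC.

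A673 had 2939 called genes, against 902 in SK-ES-1 and 789 in SK-N-MC. Scaling between arrays alone is argued against, since with median scaling A673 still had 2.87 times the calls of SK-ES-1. A smaller spread between A673 replicates is argued against by the log2 changes net of replicate variance, whose SD was 1.67 times that of SK-ES-1. More dim probes detected on the A673 5-AZA arrays would have brought the counts together among genes detected on all 12 arrays, where A673 had 4.10 times the calls of SK-ES-1. A stronger response of A673 may therefore be biological, as a hypothesis, but a difference between cultures or passages within the line was not tested and stays open.

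Cancer-testis antigen genes rose in all 3 lines. With 1 gene per family, 14, 10 and 11 of 17 families rose in A673, in SK-ES-1 and in SK-N-MC. Near-identical copies that share a single rising transcript are therefore argued against as the whole cause. The gene kept had its family's highest mean level over all arrays, treated ones included, which favors genes that rise. The median change was 1.79, 3.04 and 2.42 this way, against 1.91, 2.49 and 2.34 for all members. The camera test on these genes (largest p over the lines 2.19e-10) was therefore not independent of the response. Background correction that enlarges dim rises is argued against as the whole cause, because in the line with the lowest share 89.3% of the raised members were still raised without it. Loss of promoter methylation may underlie the rise, as a hypothesis, and methylation itself was not measured on these arrays. An indirect effect of the drug on germ cell regulators stays open and was not tested.

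Raised genes were often not detected in mock. A detection filter and floor that act alike in both directions are argued against, since the share not detected in mock among raised genes exceeded the share not detected after 5-AZA among lowered genes by at least 23.6 percentage points in each line. The detection limits were not alike, however, at 5.87 and 6.01 on the log2 scale on the mock arrays of A673 against 5.25 and 5.11 after 5-AZA, and 5.77 and 5.73 against 5.35 and 5.34 in SK-ES-1. With 1 common level of 6.01 for all arrays the excess fell from 40.6 to 22.1 points in A673 and from 44.7 to 37.0 in SK-ES-1 and was 22.0 in SK-N-MC, so unequal limits are argued against as the whole cause and account for part of it. Without background correction, 43.1%, 42.4% and 39.8% of raised genes in A673, in SK-ES-1 and in SK-N-MC were not detected in mock. Background correction that lifts undetected genes past 2-fold is therefore argued against as the whole cause. The raised genes themselves fell from 1590, 628 and 536 to 1150, 396 and 319 without it, so part of the calls of undetected genes depends on it. A switch from a silent to an active state may account for these genes, as a hypothesis, but a level under the detection limit cannot show that a gene was silent.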

How the results depend on the processing

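The authors' values with a block in all 3 lines, the counts of probes in place of genes, and the genes detected on all 12 arrays were chosen only after the result was seen. Signal over background limits the dim genes, and the choices about background and the fold threshold moved the counts; the cause was not tested unless stated. The numbers of replicates did not pair samples (correlations of the deviations were -0.03, -0.09 and 0.04 in A673, in SK-ES-1 and in SK-N-MC). With the replicate number as a block in A673 and SK-ES-1, the counts were 1590 and 1349, 627 and 274, and 536 and 253, with 192 raised and 43 lowered in all 3 lines. A reversal of direction was looked for only where the main run or the alternative made a call. Under that rule no gene named here reversed in any alternative that tested it. No list reversed under the same rule, and an estimated correlation ended 27 of the 44 list calls among the 78 list tests. That setting is not stricter by construction, since it gave some lists a smaller p-value, such as the DNA methylation machinery in A673. The 27 lost calls therefore depend on the fixed inter-gene correlation. A block for the bead chip was not run, since the chip is not given.

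With the treat test against 2-fold, which is stricter by construction, the raised and lowered genes were 860 and 473 in A673, 238 and 20 in SK-ES-1, 207 and 31 in SK-N-MC, 85 and 6 in all 3 lines, and 368 and 77 for the mean effect, and 557, 650 and 69 genes differed between A673 and SK-ES-1, A673 and SK-N-MC, and SK-ES-1 and SK-N-MC. Without background correction, 899 genes were lowered in A673, 396 raised and 141 lowered in SK-ES-1, 319 and 128 in SK-N-MC, 20 lowered in all 3 lines, 419 and 148 for the mean effect, and 1392, 1558 and 351 differed in the same pairs. With an offset of 50, 884 were lowered in A673, 372 raised and 140 lowered in SK-ES-1, 298 and 125 in SK-N-MC, 117 and 20 in all 3 lines, 384 and 145 for the mean effect, and 1357, 1494 and 335 differed. The larger offset shrinks the changes of dim genes by construction. On the authors' values, 398 were raised and 141 lowered in SK-ES-1, 322 and 128 in SK-N-MC, 20 lowered in all 3 lines, 419 and 148 for the mean effect, and 1393, 1560 and 350 differed. On those values with a replicate block in all 3 lines, the counts were 398 and 141, 322 and 128, 20, and 419 and 148, and 1394, 1560 and 350 differed. Counting probes on those values gave 171 lowered in SK-ES-1 and 164 in SK-N-MC, with 1448, 485 and 393 raised in A673, in SK-ES-1 and in SK-N-MC and 162 in all 3 lines.

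With median scaling, 137 genes were lowered in SK-ES-1, where the median change of all genes moved to 0.14. Fewer genes were tested under the stricter filters: with detection on at least 6 arrays 1040 were raised in A673 and 26.6% of them were not detected in mock, and among genes detected on all 12 arrays 555, 201 and 144 were raised, and 182 were lowered in SK-ES-1 and 125 in SK-N-MC. Without any single array, lowered genes in SK-ES-1 ranged from 247 to 412 (412 without SK-ES-1 5-AZA replicate 1). Over the same settings, raised genes ranged from 1286 to 1631 in A673, from 594 to 682 in SK-ES-1 and from 494 to 583 in SK-N-MC, and in all 3 lines from 185 to 198. Where a group was left with 1 array, that array was assumed to vary like the other groups.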

Other observations

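The test of the X chromosome was chosen only after the result was seen. Genes raised in all 3 lines lay on the X chromosome in 56 of 185 cases with a known chromosome (30.3%), against 3.8% of the other genes (Fisher's exact test, two-sided, p = 3.41e-33). Among genes raised in A673, in SK-ES-1 and in SK-N-MC the share was 7.48%, 13.8% and 15.2%, and lowered genes showed no such excess (Fisher's exact test, p = 0.770, 0.355 and 0.332). A second test left out the cancer-testis list and every X-linked gene whose symbol stem another X-linked gene on the array shares. That rule goes by name, so it may also remove families that are not multicopy. X-linked genes among the others fell from 460 to 230. Of the rest, 4 of 133 raised genes were X-linked (3.01%), against 1.94% of the others (Fisher's exact test, p = 0.332). The odds ratio was 1.57 (confidence interval 0.418 to 4.18) against 11 before. The genes left out may account for the excess, as a hypothesis, and the wide interval does not exclude a remaining excess.

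Genes known to be repressed by EWS-FLI1 were raised, and a lower level of the fusion transcript may contribute. A FLI1 probe was detected on 0 of the 12 arrays, so the fusion transcript could not be followed through FLI1 and this explanation cannot be told apart from a direct effect of the drug on these genes.

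For the mean effect of 5-AZA over the lines, arrays were regrouped within lines in 100 splits, the real one included, and the larger of a split's counts in either direction was compared. The real split raised 658 genes and the highest other 420, with 1 split as large, so chance can be excluded for the spread between these arrays only. Duplicates that are technical carry no spread between cultures, and the labels do not say what they are, so differences between cultures stay open for both counts. The real split lowered 275 genes and the highest other count was 420, with 8 splits as large, so by this count chance cannot be excluded. The 7 others reach it through raised genes and each keep the real treatment groups in 2 of the 3 lines, so they carry the real effect; no other split lowered more than 128 genes. In all 3 lines 43 genes were lowered, where independent calls would share 0.562. The 3 comparisons share an estimate of the spread and the normalization, so that figure is not an expectation under chance and decides nothing here.

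The candidate genes raised in at least 1 line numbered 11 here. That is lower than the value quoted from the study above. On the values used here, the 25 candidates tested are not the reason, since without the detection filter all 36 were tested and 11 rose. On the authors' values 9 rose. Counting probes on those values gave 1448, 485 and 393 raised in the 3 lines, close to the study's counts. Candidates were not counted by any of their probes in this way, so the difference in the candidates stays open.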
